A study of Danio rerio with 24 samples.

How the data were processed

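The samples were 24 poly(A) RNA-seq libraries of whole zebrafish (Danio rerio) embryos labelled 3 days post fertilisation, each made from a pool of many embryos. The labels placed them in 6 groups of 4 libraries. Wild-type (WT) embryos and embryos labelled knockout (KO) had received DMSO, the solvent control, or the small molecule ML233 at 0.5 µM for 3 h or 24 h. The labels named the KO line in conflicting ways. Sample titles called it an apelin receptor knockout, the growth protocol spoke of mutants of both apelin receptor genes raised from the grandparents of the wild-type controls, and the series' design text called it an apelin knockout. The group is therefore called "labelled KO" or KO throughout, without a statement of which gene was mutated. Both DMSO groups carried a time of 0 h, and all libraries carried the same age. The labels did not say whether 0 h marked collection at the start of treatment or no exposure. An effect of ML233 therefore could not be separated from a possible effect of the hours between 0 h and collection.

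Per the labels' protocols, RNA was extracted with Trizol, messenger RNA was captured on poly-T beads and fragmented, the first strand was primed with random hexamers, the second strand was made with dUTP, and a sequencing company produced paired-end Illumina reads. The deposited values were whole-number counts per gene, with 1 table for all libraries and no normalization by the authors. The aligner, the counting tool, the genome build, the annotation release and the strand setting were not stated, so counts of antisense or overlapping genes and of near-identical paralogs are uncertain, and coordinates are given as the table lists them without a build. The table held 37660 genes, among them 5759 loci without an Ensembl identifier, which took 7.44% to 7.84% of each library's counts. In all, 3840 genes had no count in any library. All per-sample columns matched a sample's labels.

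The total count per library, in M counts (SI prefix mega), lay between 29.0 M and 43.4 M, and was 32.5% to 33.6% of the sequence count given in the labels, a quantity whose unit the labels did not define. The 10 most abundant genes took 10.3% to 13.6% of the counts. No pair of replicates had counts alike within sampling noise: the chi-square statistic per degree of freedom over genes was 4.26 at the least and 142.3 at the most. No library was therefore treated as deposited a second time, and each was counted as 1 sample, as the labels list it. The statistic was 4.26 to 21.1 within the pairs of libraries described in the results and 27.1 to 142.3 between them, so the independence of the libraries within a pair was not shown. Counts are not numbers of independent molecules, because no molecular identifiers were described, and limits set by a count of 0 cover counting error only.

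Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr (minimum count 10), which left 27010 genes, and library sizes were scaled with TMM (factors 0.833 to 1.083). A quasi-likelihood model with 1 term per group was fitted to all 24 libraries, so that the 6 groups shared an estimate of the spread, and contrasts were tested two-sided with glmQLFTest. "Adjusted p" means the Benjamini-Hochberg value over all tested genes from that edgeR test unless another tool is named, and a gene was called at an adjusted p under 0.05. Counts per M counts (CPM) were computed with the TMM-scaled library sizes, ± gives the SD over 4 libraries, and SE is the standard error of a log2 fold change. The contrasts were ML233 against DMSO at 3 h and at 24 h within WT and within KO, KO against WT in DMSO, and at each time the difference between the KO and the WT response to ML233 (interaction). Principal components were computed from log2 CPM without use of the group labels.

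The grouping, the tests, the rule for named genes, the gene lists and the first set of alternatives below were fixed before the data were examined. The rule named, in each pairwise contrast, the 3 protein-coding genes with a symbol that rose most and the 3 that fell most among called genes with a mean log2 CPM of at least 1 and no overlap between the 4 libraries of each group; for interactions it named the 2 called genes with the smallest p-value. The lists were pigment genes (16, all tested), apelin pathway genes (4, of which 3 were tested), electrophile response genes (13, all tested), aryl hydrocarbon receptor targets (4 of 7 tested), circadian clock genes (25 of 29 tested), exocrine pancreas enzymes (14 of 19 tested) and hatching gland genes (2 of 3 tested). The clock list was included because groups collected at other hours of the day would differ there, and the pancreas and hatching lists because embryos of another age would. A list was read as the number of called genes, the number past 0.05 when adjusted over the list alone, and the median log2 fold change.

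The alternatives fixed in advance, each changing 1 choice, were RLE size factors in edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, a fit with only the groups compared, the replicate number as a block, and leaving out each library in turn. After the data had been seen, further alternatives were added: 2, 3 or 4 label-blind principal components or 3 surrogate variables (sva 3.50.0) as covariates, WT replicates 1 and 2 only, WT replicates 3 and 4 only, and a replicate block within the libraries of a single comparison. Contrasts averaged over treatments or over genotypes were also added then. The surrogate variables were computed with the group terms in the model, so they were not label-blind and tend to spare differences between groups. Replicate numbers came from the sample titles, and no label said what they marked. In the WT comparisons and in KO at 24 h, libraries with the same number deviated together from their group means, with correlations across genes of 0.55 to 0.664 (WT 3 h), 0.527 to 0.691 (WT 24 h) and 0.608 to 0.745 (KO 24 h). Other numbers of the same pair could correlate as much. WT DMSO 3 had 0.682 with WT 3 h 4 and 0.649 with WT 3 h 3, and WT DMSO 1 had 0.645 with WT 3 h 2 and 0.662 with WT 3 h 1. The numbers thus followed the pairs and were not shown to match single samples.

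The code was tested on simulated counts of 27010 genes drawn from the real means and library sizes, of which 200 were changed. A log2 change of 0.5 was recovered for 2.5% of the changed genes with 0 false calls among 5, a change of 1 for 60% with 1 false call among 121, and a change of 2 for 95% with 12 false calls among 202. Changes well under 2-fold were therefore mostly below detection in a single comparison of 4 against 4 libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The positions of the guide sequences in the genome and the mutations themselves were not analysed here, because counts per gene do not carry them.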

Results

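Transcript levels were measured in 24 pools of whole zebrafish embryos to follow the response to ML233, a small molecule described as an apelin receptor agonist and named in the study's title as an inhibitor of tyrosinase, the enzyme that makes melanin. Wild-type (WT) embryos and embryos labelled knockout (KO) for the apelin pathway were compared, with 4 libraries each for DMSO, ML233 at 0.5 µM for 3 h and ML233 at 0.5 µM for 24 h. Mean total counts, in M counts (SI prefix mega), were 33.0 M ± 3.41 in WT DMSO, 31.6 M ± 1.77 in WT 3 h, 34.2 M ± 3.07 in WT 24 h, 33.6 M ± 4.47 in KO DMSO, 38.7 M ± 3.34 in KO 3 h and 36.7 M ± 2.74 in KO 24 h (SD, n = 4 each). Of 37660 genes in the table, 27010 had enough counts to be tested.

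The apelin pathway genes were examined first, because they bear on the knockout label. The apelin receptor gene aplnrb (ENSDARG00000036670, chromosome 10, 8629275 to 8631361) had 23.5 ± 1.15 CPM in WT DMSO and 13.0 ± 3.66 CPM in KO DMSO (SD, n = 4 each). Its levels in the single KO libraries, in the order of replicates 1 to 4, were 16.3, 10, 16.1 and 9.71 CPM in DMSO, 17.7, 17.7, 9.70 and 10.4 CPM at 3 h, and 16.6, 12.4, 16.6 and 11.4 CPM at 24 h. Wild-type libraries lay between 21.4 and 27.0 CPM. The paralog aplnra (ENSDARG00000002172, chromosome 8, 40325690 to 40327397) had 24.6 ± 0.78 CPM in WT DMSO and 16.8 ± 2.98 CPM in KO DMSO. Across all treatments aplnra ranged from 23.3 to 25.8 CPM in the 12 WT libraries and from 13.3 to 21.3 CPM in the 12 KO libraries. The ligand gene apln (ENSDARG00000053279, chromosome 14, 33722950 to 33757715) had 104 ± 5.35 CPM in WT DMSO and 90.6 ± 3.89 CPM in KO DMSO, and ranged from 95.5 to 111.6 CPM in WT and from 82.9 to 95.2 CPM in KO libraries over all treatments. All 12 KO libraries were thus below all 12 WT libraries for each of the 3 genes, and none of the genes was absent from any library. The second ligand gene, apela, had 0 counts in every library, which allows at most 0.104 CPM in the smallest library.

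**Figure D1:**
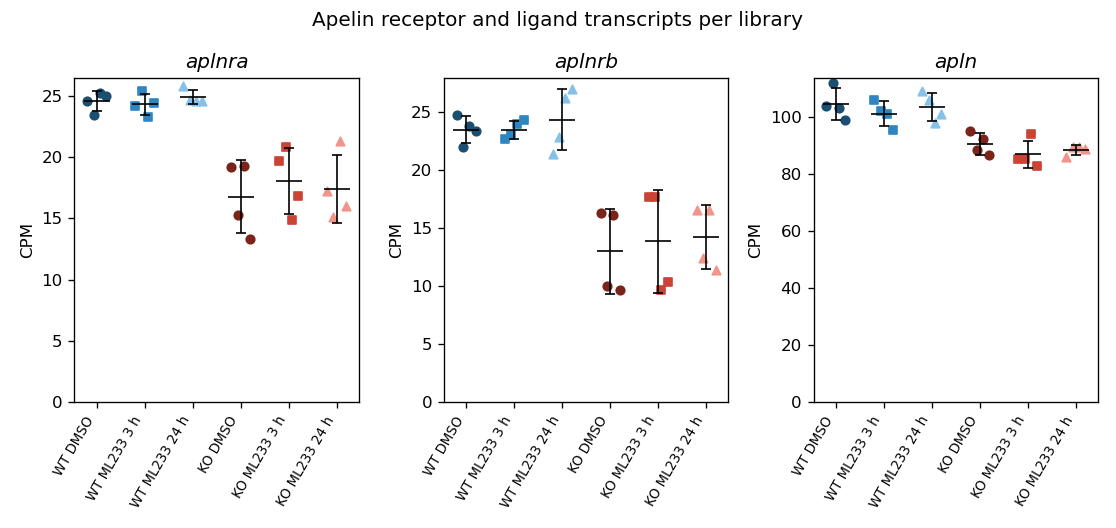
CPM of apln, aplnra and aplnrb in each of the 24 libraries (points), by group, with the group mean and SD (n = 4). All 12 KO libraries lie below all 12 WT libraries for each gene, and aplnrb in KO libraries lies between 9.70 and 17.7 CPM.

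In DMSO, the log2 fold change of KO over WT was -0.85 (SE 0.20) for aplnrb, -0.55 (SE 0.12) for aplnra and -0.21 (SE 0.065) for apln. Their edgeR adjusted p over all genes was 0.0789, 0.0747 and 0.215, with 4 of 4 KO libraries below every WT library for each gene, so none passed 0.05. All 3 genes passed when adjusted over the list alone, with edgeR p-values of 0.000442, 0.000442 and 0.00495. In the contrast averaged over the 3 treatments, which was added after the data had been seen, the log2 fold changes were -0.80, -0.50 and -0.22, with edgeR adjusted p of 0.000135, 0.000135 and 0.000799. That contrast counted the libraries of the 3 treatments as independent, which was not shown, so these adjusted p-values may be too small.

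The libraries varied strongly within groups. The first principal component of log2 CPM held 52.9% of the variance and the second 19.4%. Wild-type replicates 1 and 2 of all 3 treatments lay at -39.4 to -31.6 on the first component and -5.2 to -0.1 on the second, whereas WT replicates 3 and 4 lay at 26.9 to 49.2 on the second. On the first component, KO 24 h replicates 2 and 4 lay at 112.4 and 65.7, KO DMSO replicates 2 and 4 at 39.5 and 36.2, and KO 3 h replicates 3 and 4 at 29.2 and 45.9, with the other KO libraries at -36.7 to -20.6. In each of the 6 groups the deviations from the group mean correlated positively, across genes, within a pair of libraries and negatively with the other pair. The within-pair correlation was 0.227 at the lowest, in WT 24 h replicates 3 and 4, and 0.838 at the highest, in KO 24 h replicates 1 and 3, and every correlation between pairs was -0.555 or lower. Genes are not independent replicates, and no label named a property shared by these pairs.

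**Figure D2:**
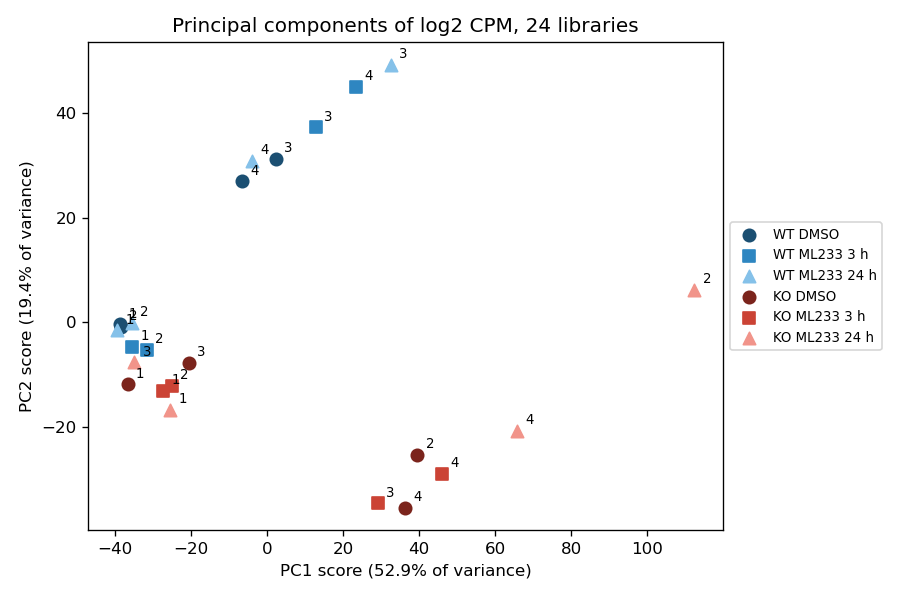
Scores of the 24 libraries on the first (52.9% of the variance) and second (19.4%) principal components of log2 CPM, computed without the group labels. Libraries of the same group lie far apart, and KO 24 h replicate 2 has the highest score on the first component, 112.4.

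The response of WT embryos to ML233 was tested against WT DMSO at each time. At 3 h no gene reached an edgeR adjusted p under 0.05, against 455 of 27010 genes at an unadjusted p under 0.05, and at 24 h none did, against 251 genes. These counts were 918 and 322 when only the groups compared were fitted. The alternative that moved the 3 h result most was a fit to WT replicates 1 and 2 only, chosen after the data had been seen, which called 300 genes at 3 h and 4 at 24 h. A further fit used the replicate number as a block within the WT libraries, where libraries of the same number deviated together. It called 3 genes at 3 h and 0 at 24 h, and 2629 and 1014 genes had an unadjusted p under 0.05. The 3 genes, named here after their values were seen, were hsp70.3 (log2 fold change 0.73, edgeR adjusted p 0.0242), rhcga (-1.55, 0.02) and si:dkey-12l12.1 (2.59, 0.02). The last of these also varied among KO DMSO libraries, with 131 to 268 counts in replicates 1 to 3 and 37 in replicate 4, against 44, 28, 29 and 39 counts in the WT DMSO libraries.

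In KO embryos, ML233 against KO DMSO gave 0 genes at 3 h with an edgeR adjusted p under 0.05 and 0 genes at 24 h, against 409 and 761 genes at an unadjusted p under 0.05. The smallest edgeR adjusted p at 24 h was 0.997. The 24 h count at an unadjusted p under 0.05 depended on single libraries: it was 1915 without KO 24 h replicate 3, 1738 without replicate 1 and 326 without replicate 2, and it was 335 when only the groups compared were fitted, with 0 calls in each of these fits. The largest change with processing was at 3 h, where 4 label-blind principal components as covariates, added after the data had been seen, gave 49 calls. To ask whether the response depended on the genotype, the difference between the KO and WT responses was tested directly. This interaction gave 0 genes at 3 h and 0 at 24 h, with 251 and 309 genes at an unadjusted p under 0.05, the latter becoming 514 without KO 24 h replicate 3. Under DESeq2's Wald test 1 gene, si:dkey-12l12.1, was called at 3 h (log2 difference -3.75, DESeq2 adjusted p 0.0102), and the same gene was called by edgeR when KO 3 h replicate 2 was left out (-4.80, edgeR adjusted p 0.00841).

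Pigment genes were of interest because tyrosinase is the proposed target. Transcript counts do not measure the activity of the enzyme, so they cannot test its inhibition. The tyrosinase gene tyr (ENSDARG00000039077, chromosome 15, 43799258 to 43818697) had 6.75 ± 0.357 CPM in WT DMSO, 6.25 ± 1.59 CPM at 3 h and 7.24 ± 1.70 CPM at 24 h, and 7.20 ± 0.767, 6.97 ± 1.47 and 6.10 ± 2.12 CPM in the corresponding KO groups (SD, n = 4 each). Its log2 fold change was -0.11 in WT and -0.05 in KO at 3 h, and 0.10 in WT and -0.24 in KO at 24 h, with an SE of 0.23 in each. All 4 changes were about the size of their SE or smaller, with edgeR adjusted p of 1, 1, 1 and 0.997, and the sign in WT at 3 h depended on the replicates used. Of the 16 pigment genes, 0 passed in any of the 4 comparisons over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. The median log2 change of the list was -0.07 (WT 3 h), 0.08 (WT 24 h), -0.09 (KO 3 h) and 0.10 (KO 24 h). Single genes ranged from -1.49, for mlpha in WT at 24 h, to 0.51.

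**Figure D3:**
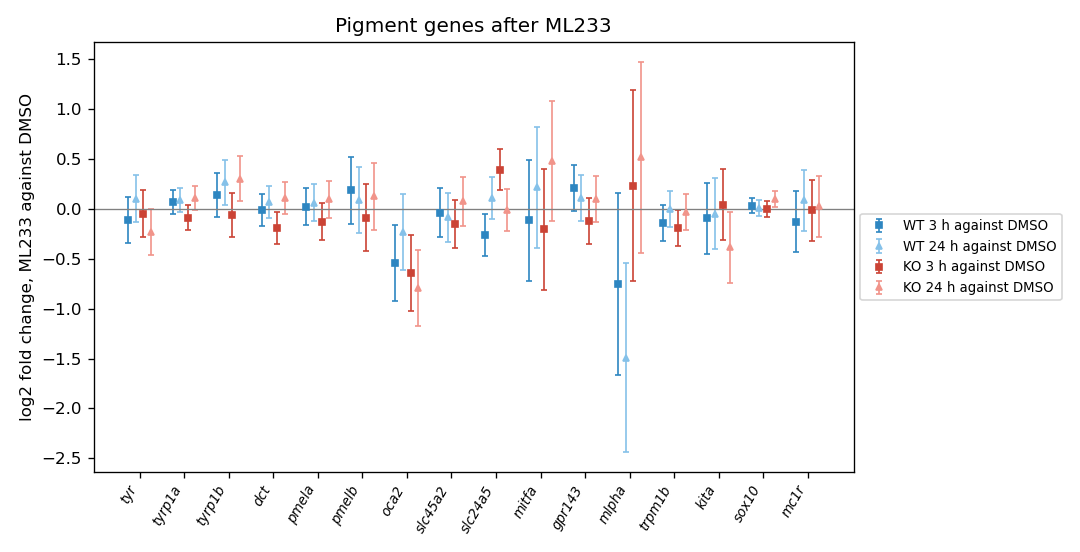
Log2 fold change of ML233 over DMSO for the 16 pigment genes in WT and KO at 3 h and 24 h, with bars for the SE from the edgeR fit. None of the 16 genes had an unadjusted p under 0.05 in any of the 4 comparisons, and the list medians lie between -0.09 and 0.10.

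The remaining lists showed no called member in any of the 4 ML233 comparisons, and 0 members past 0.05 when adjusted over the list alone. At an unadjusted p under 0.05 there was 1 electrophile response gene and 1 clock gene in KO at 24 h, and 0 in all other cases. Median log2 changes, in the order WT 3 h, WT 24 h, KO 3 h and KO 24 h, were 0.06, 0.10, 0.08 and 0.17 for electrophile response genes, which a reactive compound would raise, 0.01, -0.02, 0.01 and 0.06 for aryl hydrocarbon receptor targets, and -0.09, 0.00, 0.01 and -0.10 for clock genes. The same medians were 0.01, -0.08, 0.13 and -0.01 for pancreas enzymes and 1.01, 0.54, 0.91 and 1.73 for the 2 hatching gland genes. The apelin list had medians of -0.01, 0.02, 0.09 and 0.05.

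Knockout and wild-type embryos were then compared in DMSO. In this contrast 40 of 27010 genes had an edgeR adjusted p under 0.05, of which 28 were higher and 12 lower in KO, and 31 differed at least 2-fold. At an unadjusted p under 0.05 there were 2895 genes. This count depended on the processing. It was 394 with DESeq2, 554 with 3 surrogate variables, and 0 when only the 8 DMSO libraries were fitted (3282 at an unadjusted p under 0.05). Leaving out KO DMSO replicate 4 or any WT DMSO replicate left 0 calls (1692 to 2630 at an unadjusted p under 0.05), leaving out KO DMSO replicate 2 left 2 (mmp9 and mmp13a), and leaving out KO DMSO replicate 1 or 3 gave 82 or 80.

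The highest fold changes among genes meeting the naming rule were those of mmp13a, il1b and scpp8. For the matrix metalloproteinase gene mmp13a (ENSDARG00000114451, chromosome 10, 38610741 to 38620514) the log2 fold change was 5.88 (SE 0.92, edgeR adjusted p 0.0266), with 102.3 ± 109 CPM in KO and 1.73 ± 0.28 CPM in WT. An adjacent gene of the same name (ENSDARG00000012395, 38593645 to 38602561) rose by 3.41 (edgeR adjusted p 0.0498), and reads shared between these copies could not be separated in the counts. The cytokine gene il1b (ENSDARG00000098700, chromosome 10, 44955106 to 44964776) rose by 5.05 (SE 0.97, edgeR adjusted p 0.0362), from 0.762 ± 0.217 to 25.4 ± 29.9 CPM. The gene scpp8 (ENSDARG00000093124, chromosome 10, 15106808 to 15111334) rose by 4.46 (SE 0.85, edgeR adjusted p 0.0362), from 0.761 ± 0.246 to 16.8 ± 14.8 CPM. The SD among KO libraries was about as large as the KO mean for these 3 genes, and all 4 KO libraries lay above all 4 WT libraries by the rule.

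Among lower genes, the glucokinase gene gck (ENSDARG00000068006, chromosome 8, 40476811 to 40490593) fell by 1.65 on the log2 scale (SE 0.34, edgeR adjusted p 0.0498), from 16.7 ± 7.34 to 5.30 ± 0.91 CPM. The zgc gene ENSDARG00000104829 (chromosome 3, 49074008 to 49079318) fell by 1.26 (SE 0.26, edgeR adjusted p 0.0498), from 17.9 ± 1.51 to 7.45 ± 2.80 CPM. The gene scpp9 (ENSDARG00000087178, chromosome 1, 43969797 to 43973068) fell by 1.13 (SE 0.23, edgeR adjusted p 0.0475), from 9.62 ± 2.26 to 4.4 ± 0.333 CPM. Over all 3 treatments, mmp13a spanned 6.47 to 254.4 CPM in the 12 KO and 1.47 to 2.77 CPM in the 12 WT libraries, and ENSDARG00000104829 spanned 4.42 to 12.3 CPM in KO and 14.5 to 21.9 CPM in WT. The ranges of il1b and scpp8 were also separate over the 12 and 12 libraries, whereas those of gck and scpp9 overlapped.

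**Figure D4:**
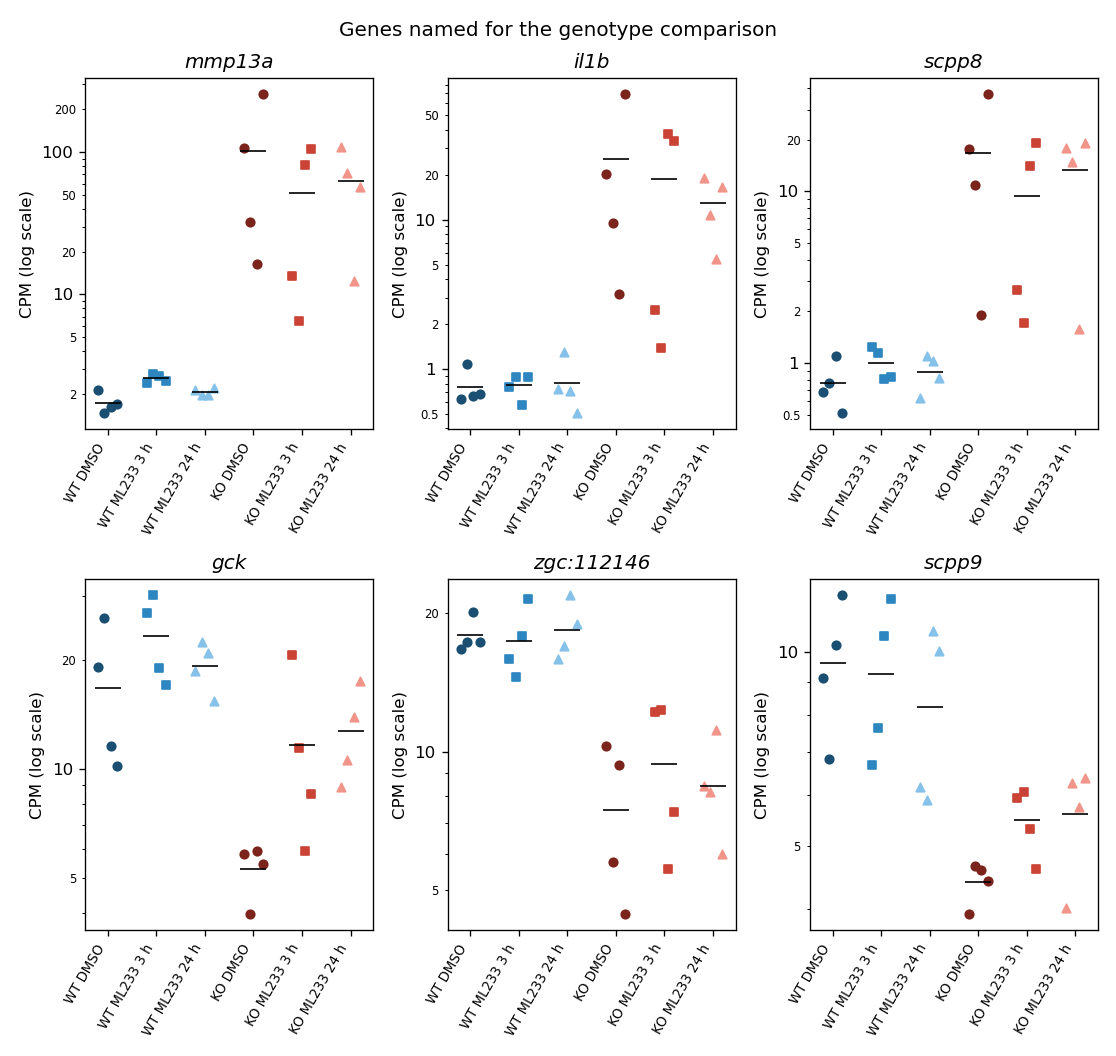
CPM, on a log scale, of the 6 named genotype genes in each of the 24 libraries (points), by group, with black lines for group means. Over the 3 treatments mmp13a, il1b, scpp8 and ENSDARG00000104829 have separate ranges in the 12 KO and 12 WT libraries, and gck and scpp9 overlap.

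Other calls in this comparison, named after their values were seen, were mmp9 (log2 fold change 4.29, edgeR adjusted p 0.023), timp2b (3.76), cxcl18b (3.46), lepb (5.08), il11a (4.22), il11b (5.47) and mpeg1.2 (1.69) among higher genes, and arr3a (-0.87) and scarb1 (-0.84) among lower genes. Averaged over the 3 treatments, a contrast added after the data had been seen, 4237 genes were called, 2537 higher and 1700 lower in KO, with 717 of them at least 2-fold changed. This count was 0 with 4 label-blind components as covariates (1516 at an unadjusted p under 0.05), 800 with 2 and 2346 with 3 surrogate variables, and stayed between 3039 and 5371 when each library was left out in turn. The contrast counted the libraries of the 3 treatments as independent. Their pairs deviated together across treatments, as for WT DMSO 1 with WT 3 h 1 (r = 0.662) and KO DMSO 1 with KO 24 h 3 (r = 0.798). Its p-values may therefore be too small and its calls too many.

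Of the lists, pigment genes had 0 calls in KO against WT in DMSO (median log2 change -0.16), 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Electrophile response genes had 0 calls over all genes and 3 when adjusted over the list alone, namely gstp2 (-0.88), txn (1.26) and sqstm1 (1.24), and aryl hydrocarbon receptor targets had 0 and 3, namely cyp1c1 (0.58), cyp1c2 (1.00) and tiparp (0.37). Clock, pancreas and hatching genes had 0 and 0, with medians of -0.00, -0.26 and 1.85 and with 1, 0 and 0 genes at an unadjusted p under 0.05. Averaged over treatments, the calls over all genes and when adjusted over the list alone were 2 and 5 for pigment, 5 and 6 for electrophile response, 4 and 4 for aryl hydrocarbon receptor targets, 0 and 0 for clock, 0 and 0 for pancreas and 0 and 2 for hatching genes. The 2 pigment genes were tyrp1a (-0.22, edgeR adjusted p 0.039) and sox10 (-0.14, edgeR adjusted p 0.0361), and the ranges of both overlapped between the 12 KO and 12 WT libraries.

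Responses at 3 h and 24 h were compared within each genotype. No gene was called at both times, since none was called at either. The log2 changes at both times correlated across genes with r = 0.543 in WT and 0.371 in KO, but both times share the DMSO libraries. Simulated unchanged groups against those controls gave a mean r of 0.505 for WT (20 simulations, 0.49 to 0.519) and 0.50 for KO (0.488 to 0.529). The observed WT value was above the simulated range and the KO value below it. Between WT and KO, which share no library, r was 0.235 at 3 h and 0.325 at 24 h across genes, and leaving out single libraries moved these values from -0.037 to 0.356 and from -0.16 to 0.439. Genes are not independent replicates. In an exact permutation test of the library labels on mean log2 CPM of 20023 genes without the edgeR fit, r between WT and KO was 0.225 at 3 h (two-sided p 0.358, adjusted over 8 such tests 0.59) and 0.436 at 24 h (p 0.369, adjusted 0.59).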

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

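The test in this part was fixed in advance, but 6 of its 17 measures are levels of genes that entered through the genotype result, by the naming rule. Each measure was examined in each of the 6 groups for a library whose gap to the nearest other, as a share of the group's range, was above the 95% critical value of Dixon's test. Of 102 groups of 4 libraries, 6 held such a library, and 5.1 are expected by chance.

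The total count of KO 24 h replicate 1 was 40.8 M, against 35.2 to 35.4 M in the other 3 libraries of its group. The TMM factor of WT DMSO replicate 2 was 1.044 against 1.012 to 1.016, and that of WT 24 h replicate 3 was 0.927 against 1.019 to 1.032. In WT DMSO replicate 2, il1b had 1.085 CPM against 0.626 to 0.679 CPM. In KO 24 h replicate 1, apln had 85.9 CPM against 88.9 to 89.5 CPM, and in WT 24 h replicate 1, aplnra had 25.8 CPM against 24.6 to 24.7 CPM. The CPM values are scaled for library size, and each of the 3 gene values lay within the range of the other libraries of its genotype or differed from its group by less than the genotype difference of that gene. The number of such libraries is close to the number chance gives, and no technical or biological explanation was tested for any of them. No difference between genotypes in the response to ML233 passed the interaction tests in the edgeR fit to all 24 libraries, with 251 genes at 3 h and 309 at 24 h at an unadjusted p under 0.05, the latter being 514 without KO 24 h replicate 3. At 3 h, si:dkey-12l12.1 was called with DESeq2 (adjusted p 0.0102) and by edgeR without KO 3 h replicate 2 (adjusted p 0.00841).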

How the results depend on the processing

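The fits with principal components, surrogate variables, WT replicates 1 and 2 or 3 and 4 only, and a replicate block within the libraries of 1 comparison were chosen after the data had been seen, as were the contrasts averaged over treatments or genotypes; the remaining alternatives were fixed in advance. Where a value changed, the cause was not tested, unless it is given.

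In the ML233 comparisons, RLE size factors, both other filters, the fit with only the groups compared and each fit without 1 library left 0 calls in WT and in KO at both times. WT 3 h had 2 calls with DESeq2 (pir and si:dkey-12l12.1), 9 with 3 components, 10 with 4, 7 with 3 surrogate variables, 300 with WT replicates 1 and 2 only and 3 with the replicate block within the WT libraries. WT 24 h had 4 calls with WT replicates 1 and 2 only (fkbp5, cbsa, si:dkey-12l12.1 and polr1d), of which 1 was also among the 300. With WT replicates 3 and 4 only there were 0 calls at 3 h (1571 genes at an unadjusted p under 0.05). KO 3 h had 32 calls with 3 components, 49 with 4 and 36 with 3 surrogate variables. KO 24 h had 1 call with 2 components, a locus without an Ensembl identifier. The interaction at 3 h had 1 call with DESeq2 and 0 to 1 across the 16 fits that each left out 1 library, the 1 being without KO 3 h replicate 2, and the interaction at 24 h had 0 calls under all 26 alternatives. Averaged over genotypes, 3 h had 1 call with DESeq2 (pir, 0.42), 8 with 2 components, 216 with 3, 275 with 4 and 193 with 3 surrogate variables, whereas 24 h had 0 under all 26 alternatives.

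The 40 genotype calls in DMSO became 394 with DESeq2, which included all 40, and 21 with at least 10 counts in every library, where fewer genes were tested. They became 0 with only the groups compared (3282 at an unadjusted p under 0.05), where fewer libraries gave the estimate of spread. They became 161 with 2 components (25 of the 40 among them), 541 with 3 (35), 0 with 4 (1590 at an unadjusted p under 0.05) and 554 with 3 surrogate variables (40). RLE size factors gave 33 calls, 75.8% of them higher in KO against 70% with TMM, so scaling moved the split by less than 10 points, but with 3 components 40.9% were higher. Across the 8 fits that each left out 1 library the calls ranged from 0 to 82: 0 without any of the WT DMSO libraries or KO DMSO replicate 4, 2 without KO DMSO replicate 2, 80 and 82 without KO DMSO replicates 3 and 1. Averaged over treatments, 4237 calls became 800 with 2 components (291 shared), 2083 with 3 (589 shared), 0 with 4 (1516 at an unadjusted p under 0.05) and 2346 with 3 surrogate variables (1081 shared), and 3039 to 5371 when 1 library was left out. Components were computed without the labels and hold part of the genotype difference, so a loss with 4 components follows in part from their construction.

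With 4 components the genotype log2 changes reversed to -1.25 for mmp13a, -1.30 for il1b, -1.65 for scpp8 and 0.18 for scpp9, each far from the threshold. Over 18 alternatives the edgeR or DESeq2 adjusted p ranged from 8.15e-11 to 0.958 for mmp13a, from 3.7e-06 to 0.952 for il1b, from 1.14e-05 to 0.932 for scpp8, from 0.00054 to 0.969 for gck, from 8.17e-05 to 0.88 for ENSDARG00000104829 and from 0.00095 to 0.975 for scpp9. Under at least 5 of the 18, each of these genes was still past the threshold, 11 in the case of mmp13a, and gck and scpp9 lost it without any 1 of the 8 libraries. The changes of apln (-0.37 to -0.17), aplnra (-0.62 to -0.05) and aplnrb (-0.98 to -0.31) kept their sign under all 18, and passed the threshold under 3, 5 and 3.

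The change of tyr never neared the threshold and its sign was not stable. In WT at 3 h it was 0.036 with 3 components, 0.033 with 4, 0.056 with 3 surrogate variables and 0.052 with WT replicates 1 and 2 only, and -0.282 to 0.018 without 1 library, positive without WT 3 h replicate 4. In WT at 24 h it was -0.085 with WT replicates 3 and 4 only, and -0.048 to 0.225 without 1 library, negative without WT 24 h replicate 1. In KO at 3 h it was -0.171 to 0.072 without 1 library, positive without KO DMSO replicate 3 or KO 3 h replicate 2. In KO at 24 h it was 0.067 with 3 components, 0.059 with 4 and 0.065 with 3 surrogate variables.

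The correlation of the 3 h and 24 h changes across genes was 0.39 in WT with replicates 1 and 2 only. It ranged from 0.167 (without WT 24 h replicate 3) to 0.71 (without WT DMSO replicate 3) in WT, and from 0.105 (without KO 3 h replicate 4) to 0.616 (without KO DMSO replicate 2) in KO. Between WT and KO it ranged from -0.037 (without KO DMSO replicate 1) to 0.356 (without KO DMSO replicate 2) at 3 h and from -0.16 (without WT 24 h replicate 3) to 0.439 at 24 h, where it was 0.155 with 2 components, 0.083 with 3, 0.101 with 4 and 0.078 with 3 surrogate variables.

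With the replicate number as a block in all 24 libraries, the pairing changed no count of calls by over 1.5 times: the genotype comparison had 39 calls (30 of the 40 among them), the contrast over treatments 5204, and the ML233 comparisons and interactions 0. For KO at 3 h and for KO against WT, same-numbered libraries did not all deviate together, with correlations from -0.648 to 0.759 and from -0.384 to 0.411. No fit with the pairs themselves as a block was run, so the 0 calls of KO at 3 h have no blocked counterpart. The fits with covariates gave 0 calls there with 2 components, but 32 with 3, 49 with 4 and 36 with 3 surrogate variables. Within the libraries of KO DMSO and KO 24 h, the block gave 0 calls (1248 at an unadjusted p under 0.05). Apart from the 3 calls in WT at 3 h, the block changed no other count of calls from 0.

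Of the values of named genes under alternatives, 152 kept their direction and side of the threshold, 62 lost the threshold, 11 gained it and 16 reversed. Of 4434 counts and medians of lists and of 2-fold calls under alternatives, 436 moved by more than 1.5 times or more than the spread. The depth of 29.0 to 43.4 M counts limits genes near the filter, and the simulated recovery of 2.5% at a log2 change of 0.5 shows that 4 libraries per group limit small changes.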

Other observations

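The tests of gene length, mixed genotypes, embryo age, hour of the day, the paired libraries as the whole cause of the genotype calls, the loci near the targeted genes in DMSO, the likeness of WT and KO responses, the calls of WT replicates 1 and 2 and the levels of aplnrb were chosen only after the result they bear on had been seen; the tests of depth, of other splits of the samples, of loci near the targeted genes over all treatments and of shared controls were chosen before.

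Each of the 6 groups split into 2 pairs of libraries: replicates 1 and 2 against 3 and 4 in the 3 WT groups and in KO 3 h, and replicates 1 and 3 against 2 and 4 in KO DMSO and KO 24 h. A single component held 61.5% of the variance within groups, against a mean of 6.1% in 20 simulated sets of independent random deviations. In those sets 0 groups split, but genes did not vary together in them, so a split was hardly possible. The comparison shows only that genes varied together within the groups. Thinning every library to the smallest total left 60.9%, and removing a trend on gene length left 61.6%, which argues against library depth and gene length as the cause. Mixed genotypes under the KO label could not be the whole cause, since 3 of 3 WT groups split too. Embryo age stays open as a candidate explanation. The pancreas enzymes lay lower on this component than all of 10000 random lists (0% of lists below it), and the 2 hatching gland genes lay above 100% of them, as would follow if 1 pair held younger embryos. The members of a list vary together, so random lists understate the spread, and the component was not specific to age: clock genes also lay above 0% of random lists, electrophile response genes above 100%, aryl hydrocarbon receptor targets above 96.7%, pigment genes above 67.7% and apelin genes above 12.8%. A clutch, a collection day or a handling batch might give the same split, and no label allowed a test of these.

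The counts of the ML233 comparisons were also set against other splits of the same 8 libraries. As many genes at an unadjusted p under 0.05 were given by 18 of 35 splits for WT 3 h, 25 of 35 for WT 24 h, 18 of 35 for KO 3 h and 20 of 35 for KO 24 h, and by 37 of 40 and 33 of 40 drawn splits for the interactions at 3 h and 24 h. The split that followed the pairs gave 2876 calls in the WT 3 h libraries, 1108 in WT 24 h, 5099 in KO 3 h and 11002 in KO 24 h, where the labelled treatment gave 0 with 455, 251, 409 and 761 genes at an unadjusted p under 0.05. The last of these ranged from 326 (without KO 24 h replicate 2) to 1915 (without KO 24 h replicate 3), and that of the interaction at 24 h was 309 and became 514 without KO 24 h replicate 3. Where libraries of the same number deviated together, the real split was also compared with the 8 splits that part all 4 same-numbered pairs. Then 1 of 8 gave as many genes for WT 3 h (range 220 to 455), 3 of 8 for WT 24 h (211 to 258) and 2 of 8 for KO 24 h (266 to 1225), and the 27 other splits, which keep some pairs together, reached 7907, 6804 and 13578. The spread between the pairs is thus larger than any treatment effect measured here, and a response of moderate size might have been hidden by it. With a block for the replicate number within the WT libraries, 3 genes were called at 3 h and 2629 had an unadjusted p under 0.05. For KO 3 h, some of the 35 splits placed KO DMSO 1 and 3 with KO 3 h 1 and 2 evenly over both groups. Among those the real 409 was the highest, and the others gave 172 to 345. The other splits that reached 409 all placed the pairs unevenly. The 18 of 35 for KO 3 h therefore cannot show that its count is what groupings apart from the pairs give.

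The genotype calls in DMSO were not matched by other groupings. The real split gave the 40 calls and was the 1 of 35 splits to give that many. The other splits gave 0. The libraries were not shown to be independent within pairs, so 1 of 35 overstates this evidence. Among splits that keep each pair whole, the real one had 2895 genes at an unadjusted p under 0.05. The others had 4670 (WT 1 and 2 with KO 1 and 3) and 1753 (WT 1 and 2 with KO 2 and 4). Averaged over treatments, 1 of 40 splits, the real one, gave 4237 calls, and the others gave 0 (up to 6280 at an unadjusted p under 0.05). These 40 splits were drawn without regard to the pairs. Of the 40 DMSO calls, 35 were still called with 3 components and 25 with 2, which argues against the paired libraries as the whole cause of the DMSO calls. With 3 surrogate variables 40 of the 40 were, but those were computed with the groups given, so that value cannot decide the question. With 4 components 0 of the 40 were called, and mmp13a, il1b and scpp8 changed sign, but the components also hold part of the genotype difference. Of the 4237 calls over treatments, 1081 were still called with 3 surrogate variables, 589 with 3 components, 291 with 2 and 0 with 4, so the paired libraries stay open as a contribution to many of these. Sequence linked to a targeted locus was also weighed, since such sequence differs between lines. Of the 40 calls, 1 (gck) lay within 5 Mb of apln, aplnra or aplnrb. It starts at 40476811 on chromosome 8, close to the end of aplnra at 40327397, so linkage stays open for gck itself. Over all treatments 73 of 440 genes within 5 Mb were called, 16.6% against 15.7% elsewhere (Fisher's exact test, one-sided p 0.319), so linkage is unlikely to be the main source of either set. Chromosome 10 held 6 of the 40 calls, 0.76% of its 790 tested genes against 0.15% overall (Fisher's exact test, one-sided p 0.00101, adjusted over 25 chromosomes 0.0253), but they included both adjacent mmp13a genes and lay between positions 15106808 (scpp8) and 44964776 (il1b), with none within 5 Mb of aplnrb. Over all treatments chromosome 10 was close to the rest, with 15.8% against 15.7%, whereas chromosome 7, which holds none of the 3 apelin pathway genes tested, had 222 of 1159 genes called, 19.1% (one-sided p 0.000686, adjusted over 25 chromosomes 0.0172) and had 0 of the 40 DMSO calls. No explanation was tested for either chromosome beyond the distance to those genes. For mmp9 and mmp13a the rise was not limited to part of the KO pools, since their KO and WT ranges over all treatments were separate. For mmp9 every KO library had at least 31.1 CPM and every WT library at most 15.3 CPM. For mmp13a these limits were 6.47 and 2.77 CPM. Higher levels of mmp9, mmp13a, il1b, il11a, il11b and cxcl18b together might reflect an injury or inflammatory response in the KO pools. No list for that was fixed beforehand and no such test was run. A difference between the parents or clutches of the lines also stays open, untested.

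In KO libraries aplnrb lay at 2 separate levels: 6 libraries had 9.70 to 12.4 CPM and 6 had 16.1 to 17.7 CPM, with none between. The 6 lower libraries were KO DMSO replicates 2 and 4, KO 3 h replicates 3 and 4, and KO 24 h replicates 2 and 4, the same pairs that the component within groups sets apart. WT groups split as well, but the log2 ratio of aplnrb in WT replicates 3 and 4 over 1 and 2 was 0.119, and the WT ranges of 23.4 to 27.0 and 21.4 to 24.8 CPM overlapped, which argues against the split common to both genotypes as the source of the 2 levels at aplnrb. The KO libraries may hold pools of different clutches or of different mutant composition; the counts per gene allow no test of that, and the labels conflict on which gene was mutated. The pattern was not particular to aplnrb: aplnra had 13.3 to 16.8 CPM in the same 6 KO libraries and 17.2 to 21.3 CPM in the other 6, whereas WT replicates 1 and 2 (23.4 to 25.8 CPM) and 3 and 4 (23.3 to 25.2 CPM) overlapped. A further receptor gene, aplnr2, followed the pairs in both genotypes. It had 1.76 to 2.27 CPM in WT replicates 1 and 2 and 2.48 to 4.14 CPM in WT replicates 3 and 4 over the 3 treatments, and 2.46, 5.52, 2.26 and 5.80 CPM in KO DMSO, 2.36, 1.66, 5.10 and 6.48 CPM in KO 3 h and 2.88, 8.64, 2.67 and 7.15 CPM in KO 24 h, in the order of replicates.

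Removing 3 label-blind components, in a fit chosen after the data had been seen, gave 216 genes called for 3 h of ML233 averaged over both genotypes, 146 higher and 70 lower, where the fit without components gave 0 (696 at an unadjusted p under 0.05). The changes were small, with a median absolute log2 change of 0.23. Only the real one, 1 of 30 drawn splits, gave that many, and the highest other gave 1 call. These splits were drawn without regard to the pairs. In simulated data, log2 changes of 1 in 200 genes were called for 144 without components (0 false calls) and for 192 with 3 components (9 false calls). Those data carried the first 3 components of the real libraries, had a dispersion below the fitted one and were tested for WT at 3 h alone. They therefore cannot give the rate of false calls among the 216. Changes as small as those seen here were not simulated with components. The most significant genes were h1f0 (-0.28, edgeR adjusted p 0.000325), nat16 (0.30), arrdc3b (-0.24) and tomm20a (0.32), and rhcga (-1.32, edgeR adjusted p 0.000948) and slc16a1b (0.89) had larger changes. At 24 h, 0 of the 216 were called and 172 had the same sign, but both times share the DMSO libraries. Both DMSO groups are labelled 0 h, so another hour of the day is a candidate explanation beside ML233: 3 of 25 clock genes were called against 213 of 26985 other genes (Fisher's exact test, two-sided p 0.00102), namely rorcb (-0.30), nr1d4b (-0.55) and tefb (0.25), and 6 passed when adjusted over the list alone. Electrophile response genes had 2 calls, hmox1a (0.37, edgeR adjusted p 0.0133) and gclm (0.23, edgeR adjusted p 0.0182), and 3 when adjusted over the list alone, pigment genes had 0 and 1 (trpm1b, -0.16), and the other lists 0 and 0. The calls were not particular to clock genes. Of 88 ribosome production genes, picked by description, 14 were called, all higher, against 202 of 26922 other genes. That class was not among the lists fixed in advance. Handling, elapsed time and ML233 may be confounded, since the labels leave the meaning of 0 h open, so a drug effect at 3 h remains a hypothesis.

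Wild-type replicates 1 and 2 alone gave 300 calls at 3 h. Of these, 173 had the same sign in WT replicates 3 and 4, and 49 were also among the 216. In KO, 262 of the 300 had the same sign in the edgeR fit and 271 in differences of mean log2 CPM. The KO libraries are separate from the WT libraries, but the genes vary together. When the KO DMSO and KO 3 h libraries were relabelled in all 70 ways, 3 (with the real labels) gave as many as the 271 (exact permutation, one-sided p 0.0429), and with 3 components removed, where 260 had the same sign, 4 did (p 0.0571). False calls of a fit with 2 libraries per group cannot be told apart from a 3 h response on these values, since the p-values lie on both sides of 0.05 and WT replicates 3 and 4 shared few signs beyond an even split. Across 20023 genes the WT and KO responses without components correlated with r = 0.225 at 3 h (exact permutation of the labels, 4900 relabellings, two-sided p 0.358) and r = 0.436 at 24 h (p 0.369). With 2 components removed r was 0.249 at 3 h (p 0.0922) and 0.122 at 24 h (p 0.647), with 3 it was 0.221 (p 0.0653) and 0.009 (p 0.922), and with 4 it was 0.224 (p 0.00163) and -0.025 (p 0.765). Adjusted over these 8 tests, the value was 0.013 for 3 h with 4 components and 0.246 or higher for the other 7, so chance likeness was not excluded in 7 of the 8 tests.

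The correlation of the 3 h and 24 h responses in WT, 0.543, was slightly above the mean of 0.505 in simulated unchanged groups against the same controls (0.49 to 0.519), and a small shared response cannot be told apart from shared controls together with the paired libraries, which the simulation did not hold. In KO the observed 0.371 was under the simulated mean of 0.50 and its range of 0.488 to 0.529. The positive value thus gave no sign of a shared response beyond shared controls. It rested on single libraries, being 0.616 without KO DMSO replicate 2, 0.594 without KO DMSO replicate 4 and 0.105 without KO 3 h replicate 4. These values lay on both sides of the simulated range, so the simulation, without paired libraries, cannot decide the question in KO.

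The gene si:dkey-12l12.1 (ENSDARG00000094422, chromosome 24), singled out after its values were seen, had 44, 28, 29 and 39 counts in WT DMSO, 140, 253, 278 and 148 in WT 3 h, 172, 237, 119 and 247 in WT 24 h, 131 to 268 in replicates 1 to 3 and 37 in replicate 4 of KO DMSO, 38, 240, 36 and 50 in KO 3 h and 286, 234, 235 and 174 in KO 24 h, elsewhere in the order of replicates. Its counts were either at 50 or below or at 119 or above in all 24 libraries, without following the genotype or the pairs, and it accounts for several of the single calls under other settings.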
